# Ketamine decreases inflammatory and immune pathways after transient hypoxia in late gestation fetal cerebral cortex

**DOI:** 10.14814/phy2.12741

**Published:** 2016-03-31

**Authors:** Eileen I. Chang, Miguel A. Zárate, Maria B. Rabaglino, Elaine M. Richards, Thomas J. Arndt, Maureen Keller‐Wood, Charles E. Wood

**Keywords:** Fetal hypoxia, frontal cortex, immune response, ketamine

## Abstract

Transient hypoxia in pregnancy stimulates a physiological reflex response that redistributes blood flow and defends oxygen delivery to the fetal brain. We designed the present experiment to test the hypotheses that transient hypoxia produces damage of the cerebral cortex and that ketamine, an antagonist of NMDA receptors and a known anti‐inflammatory agent, reduces the damage. Late gestation, chronically catheterized fetal sheep were subjected to a 30‐min period of ventilatory hypoxia that decreased fetal PaO_2_ from 17 ± 1 to 10 ± 1 mmHg, or normoxia (PaO_2_ 17 ± 1 mmHg), with or without pretreatment (10 min before hypoxia/normoxia) with ketamine (3 mg/kg, i.v.). One day (24 h) after hypoxia/normoxia, fetal cerebral cortex was removed and mRNA extracted for transcriptomics and systems biology analysis (*n* = 3–5 per group). Hypoxia stimulated a transcriptomic response consistent with a reduction in cellular metabolism and an increase in inflammation. Ketamine pretreatment reduced both of these responses. The inflammation response modeled with transcriptomic systems biology was validated by immunohistochemistry and showed increased abundance of microglia/macrophages after hypoxia in the cerebral cortical tissue that ketamine significantly reduced. We conclude that transient hypoxia produces inflammation of the fetal cerebral cortex and that ketamine, in a standard clinical dose, reduces the inflammation response.

## Introduction

Physiological responses to transient hypoxia are thought to protect the fetal brain and heart from the damaging effects of temporary interruptions in oxygen delivery. Cardiovascular and neuroendocrine reflex responses redirect the fetal combined ventricular output and increases blood flow toward brain, heart, and adrenals and away from skeletal muscle (Cohn et al. 1974). Severe or prolonged hypoxia produces multiple organ damage as a result of oxygen deprivation and metabolic acidosis. Cerebral cortex, cerebellum, and hippocampus are more susceptible to a hypoxic stimulus compared to other brain regions (Choi and Rothman 1990).

There have been several reports of increased markers of brain inflammation after ischemia or asphyxia in utero (Yafeng et al. 2009; Guo et al. 2010). The fetal inflammatory response is characterized by an increase in proinflammatory mediators such as IL6, IL1*β*, and TNF*α* expressed in activated immune cells in hypoxic brain regions (Rees and Inder 2005). Increased fetal brain inflammation and cell death are associated with known morbidities in the offspring premature birth (Rees and Inder 2005), and other disorders such as cerebral palsy (Nelson and Grether 1999), autism (Kinney et al. 2008), or schizophrenia (Stefanis et al. 1999).

NMDA receptor antagonists have been extensively reported to reduce brain damage induced by a hypoxic stimulus (Wieloch 1985; Gill et al. 1988; Hagberg et al. 1994). Among these drugs, ketamine is a U.S. Food and Drug Administration–approved noncompetitive NMDA receptor antagonist that has been shown to have anti‐inflammatory properties by reducing levels of IL6 and TNF*α* in early postoperative human patients (Beilin et al. 2007) and animals (Shaked et al. 2004; Lankveld et al. 2005). Previous studies also reported that ketamine has neuroprotective effects in vitro and in animal studies for up to 7 days (Himmelseher and Durieux 2005).

The present study was designed to assess the effect of transient maternal ventilatory hypoxia (i.e., not asphyxia and not prolonged hypoxia) on the fetal cerebral cortex, and the study was designed to test the effect of ketamine on these responses. We approached this question using transcriptomics technology, followed by systems biology analysis to broadly determine the tissue responses to hypoxia and modulation of those responses by ketamine. We chose to investigate the “wide‐angle view” of cellular responses at the mRNA level in order to identify interacting molecular pathways (not to identify single biomarkers) that could lead us to a better understanding of the mechanism of the cellular response to hypoxia and the mechanisms involved in modulation of those responses by ketamine.

## Materials and Methods

These experiments were approved by the University of Florida Animal Care and Use Committee and were performed in accordance with the Guiding Principles for Use of Animals of the American Physiological Society. Sixteen chronically catheterized singleton (*n* = 1) or twin (*n* = 15) ovine fetuses were studied between the gestational age of 122 ± 5 days (full term = 145–147 days).

### Fetal surgery

Ewes were fasted for 24 h before surgery, which was performed on 116 ± 3 days of gestation. Using aseptic technique, fetal and maternal femoral arteries and veins were chronically catheterized as described previously (Chang and Wood 2015). Briefly, the ewes were given 750 mg ampicillin (Polyflex^®^; Boehringer Ingelheim VetMedica, Inc., St. Joseph, MO), then anesthetized and intubated with 0.5–2% isoflurane with oxygen. A set of fetal femoral arterial and venous vascular catheter was surgically placed in the fetal hindlimbs. An amniotic fluid catheter was sutured onto the fetal hindlimb after the vascular catheterization. Before the uterus was sutured closed, 500 mg ampicillin was injected into the amniotic fluid. After catheterization of the fetus(es), catheters were placed into the femoral artery and vein of the ewe, and a nonocclusive catheter was placed in the maternal trachea through the cricoid cartilage as described previously (Chang and Wood 2015). A minimum of 5 days of surgical recovery were allowed before experimentation. Daily postoperative care included monitoring of rectal temperature, administration of antibiotic, and administration of analgesic as needed. All animals, throughout the study, were monitored for anorexia, infection, and other signs of distress.

### In vivo experimental procedures

During all experiments, the ewes were conscious and freestanding in their pens with access to food. The 16 fetuses were randomly assigned to one of the four groups (*n* = 3–5/group): normoxia control, normoxia + ketamine, hypoxia control, and hypoxia + ketamine. In ketamine‐treated groups, ketamine (3 mg/kg) was given intravenously, through the fetal femoral venous catheter, 10 min prior to the hypoxic stimulus (30 min). Hypoxia was induced by infusing nitrogen gas for 30 min directly into the maternal tracheostomy tube as needed to decrease maternal and fetal partial pressures of oxygen (PaO_2_) by approximately 50%. Blood gas responses to the maternal tracheal nitrogen infusion have been reported elsewhere (Chang and Wood 2015). To closely monitor the changes in blood gas compositions (ABL80 Radiometer, Copenhagen, Denmark), both maternal and fetal arterial blood was drawn anaerobically (1 mL) every 10 min. The ewes and fetuses were humanely sacrificed 24 h after the induction of hypoxia or normoxia. Fetal brain was hemisected, with one half subjected to further dissection, snap frozen, and stored at −80°C until future analysis. The other half of the fetal brain was immersion fixed in 4% buffered paraformaldehyde, then processed for paraffin embedding.

### Microarray procedures

Messenger RNA (mRNA) was extracted from fetal frontal cortex using RNeasy Plus Mini Kit (Qiagen, Valencia, CA), with mRNA integrity number (RIN) values between 7.7 and 9.2, were labeled with cyanine 3 CTP with the Quick Amp Labeling Kit (Cat# 5190‐0442; Agilent Technologies, Santa Clara, CA), according to the manufacturer's protocol. The labeled cRNAs ranged from 12.9 to 15.7 pmol Cy3/*μ*g RNA and from 9.4 to 14.4 *μ*g. The cRNA samples were hybridized and processed for one‐channel Sheep Gene Expression Microarray (8 × 15 K slide) – eight arrays with 15,208 oligomers each (Cat# G4813A‐019921; Agilent Technologies) as described earlier (Rabaglino et al. 2012; Wood et al. 2013). The slides were scanned with Microarray Scanner System (G2505‐90021; Agilent) and the measured fluorescence was detected and converted using Agilent Feature Extraction 9.1 software at the Genomics Division of the University of Florida's Interdisciplinary Center for Biotechnology Research. Bioconductor's packages for the R software were employed for raw data import, background correction, data normalization through the quantile method (Smyth and Speed 2003), and statistical analysis of the normalized data. Microarray data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE76110. The functional annotation of gene ontology for significantly up‐ and downregulated genes was analyzed using DAVID Bioinformatics Resources 6.7 (da Huang et al. 2009a, b) and using WEB‐based GEne SeT AnaLysis Toolkit (WebGestalt) (Zhang et al. 2005; Wang et al. 2013). Enrichment analysis was performed using hypergeometric tests, and correction for multiple comparisons was performed according to the method of Benjamini and Hochberg (1995).

### Real‐time PCR

The mRNA used for the microarray was also used for qPCR validations. Complementary DNA (cDNA) was synthesized from mRNA using the Applied Biosystems High‐Capacity Reverse Transcription Kit (Foster City, CA) (Cat# 4368814). The primers used were designed based on the known *Ovis aries* and *Bos taurus* genomes (Table 1) for SYBR green. As a control (housekeeping gene), ovine *β*‐actin primers and probe were used as described previously (Wood et al. 2013). The relative mRNA expression was calculated by the difference in threshold cycle (ΔCt) between the triplicate mean Ct for each gene and the triplicate mean Ct for *β*‐actin mRNA from the same sample.

**Table 1:** Primers for real‐time PCR analyses

Gene	Accession number	Gene name	Forward primer	Reverse primer
AKT	FJ943991.1	V‐Akt murine thymoma viral oncogene homolog 1	TACGGCGCCGAGATCGT	GTCCCTGTACACCACGTTCTTCT
APAF1	NM_001191507.1	Apoptotic peptidase activating factor 1	TTCACTCCAGTGGCCTGTTG	CAAAGCCACCACTGCCAAAT
BAD	NM_001035459.2	BCL2‐associated agonist of cell death	CGATATGGCCGCGAACTC	GCTCTTCGGGCGAGGAA
BAX	XM_003585203.3	BCL2‐associated X protein	TTTCTGACGGCAACTTCAACTG	GGTGCACAGGGCCTTGAG
BCL2	XM_012103831.2	B‐cell CLL/lymphoma 2	GGAGCTGTATGGCCCTAGCA	TGAGCAGTGCCTTCAGAGACA
CASP3	XM_015104559.1	Caspase 3, apoptosis‐related cysteine peptidase	CCATGGTGAAGAAGGAATCATTT	CCCCTCTGAAGAAACTTGCTAATT
CASP8	XM_012142477.2	Caspase 8, apoptosis‐related cysteine peptidase	TGGCTGCCCTCAAGTTCCT	GGAATAGCATCAAGGCATCCTT
CASP9	XM_015099302.1	Caspase 9, apoptosis‐related cysteine peptidase	CAGGTTGCCTCGCTTTGG	CTCGATCATGTCGGGAGTGA
CD14	NM_001077209.1	CD14 molecule	CCTAAAGGACTGCCGACCAA	GCGGCTCCCTGCTTAGCT
CXCL10	NM_001285721.1	Chemokine (C‐X‐C motif) ligand 10	TTGAACTGATTCCTGCAAGTCA	TTCCTTTTCATTGTGGCAATAATCT
CXCL16	XM_015098600.1	Chemokine (C‐X‐C Motif) ligand 16	CACTCCTCTGGAAGGAGCAC	GCTTCTGGTTCTCCCTAGCC
IKBKB	XM_015104530.1	Inhibitor of kappa light polypeptide gene enhancer in B‐cells, kinase beta	GAGACCAGCGGACTGATGGT	CACTCGCACTTTCTTCTCAAAGC
IL1B	EF524261.1	Interleukin 1, beta	CGTGGCCATGGAGAAGCT	GGTCATCATCACGGAAGACATGT
MAP3K14	XM_012149642.2	Mitogen‐activated protein kinase kinase kinase 14	TCACCCCTTCCCATTCCA	TGCTGGTCGTCTACACAGTTTGT
MYD88	NM_001166183.1	Myeloid differentiation primary response 88	GCCTGAGTATTTTGATGCCTTCA	GCTGCCGGATCATCTCATG
NF‐*κ*B1	XM_004020143.3	Nuclear factor of kappa light polypeptide gene enhancer in B‐cells 1	TCCCACAGATGTTCACAAACAGT	GACGCTCAATCTTCATCTTGTGAT
NF‐*κ*BIA	NM_001166184.1	Nuclear factor of kappa light polypeptide gene enhancer in B‐cells inhibitor, alpha	CTACACCTTGCCTGTGAGCA	AGACACGTGTGGCCATTGTA
OAS1	XM_012097881.2	2′‐5′‐Oligoadenylate synthetase 1, 40/46 kDa	GAGGAAAGAGGGCGAGTTCT	GGATGAGGCTCTTCAGCTTG
PKA	NM_001009234.1	Protein kinase, CAMP‐dependent, catalytic, alpha	CCCACGCGCGCTTCTA	TGAGATCAAGCGAGTGCAGGTA
TLR2	XM_012097285.2	Toll‐like receptor 2	GATTCTGCTGGAGCCCATTG	TCATGATCTTCCGCAGCTTACA
TLR4	GU461886.1	Toll‐like receptor 4	ACTCGCTCCGGATCCTAGACT	CCTTGGCAAATTCCGTAGTTCT
TNF	EF446377.1	Tumor necrosis factor	CCCTTCCACCCCCTTGTT	ATGTTGACCTTGGTCTGGTAGGA

### Immunohistochemistry

Fetal brain samples were fixed in 4% buffered paraformaldehyde overnight, and kept in 70% reagent alcohol until embedded with paraffin. Tissue sections (5 *μ*m) were immunostained for ionized calcium‐binding adaptor protein (Iba‐1) antibody (Cat# 019‐19741, Waco Pure Chemical Industries, Richmond, VA; 1:200 dilution), and peroxidase–PAP sandwich technique (Vectastain, Vector Labs, Burlingame, CA). Sections were counterstained with methyl green. Macrophages were quantified in an average area of 181,848 *μ*m^2^ determined in seven images at 40×. Images were randomly made with common areas of the cerebral cortex of all subjects and sections. The total area was calculated using the default color thresholding mechanism of Image J (version 1.48, NIH, Bethesda, MD), where the main parameters (hue, saturation, and brightness) remained constant.

### Calculations and statistical analysis

Data are presented as mean values ± standard error of the mean with consideration for statistical significance at *P *<* *0.05. The ovine Agilent 15.5 K array results were analyzed with Bioconductor's Limma package for R software v.2.15.1 (Smyth 2006), employing moderated *t* test using empirical Bayes method for small sample size per group (*P *<* *0.05). Pairwise comparisons of real‐time PCR data were analyzed using Student's *t* test, with *P *<* *0.05 considered statistically significant.

For the histological analysis, the experiment involved a 2 × 2 factorial completely randomized design with stimulus (hypoxia, normoxia) and treatment (control, ketamine) as factors. A generalized linear model with Poisson distribution for log count data observations was used. Significance was declared at *P *<* *0.05, and if detected, post hoc mean comparison with Bonferroni correction was performed. Least square means and their corresponding standard errors are expressed in the original scale. Statistical analysis was conducted using the Genmod Procedure of SAS/STAT^®^ 9.3 (SAS Institute Inc., Cary, NC).

## Results

### Responses to hypoxia and/or ketamine

Addition of nitrogen to the maternal inspired gas reduced fetal PaO_2_ to approximately 10 mmHg, and the change in fetal blood gas was not affected by pretreatment with ketamine (Table 2). Cardiovascular and neuroendocrine responses to this stimulus in a larger cohort of fetuses have been reported elsewhere (Chang and Wood 2015). 

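RNA from the frontal cortex of 16 fetal sheep, 1 array per fetus, was hybridized to 1-colour Agilent sheep arrays. There were 3 normoxia control, 4 normoxia + ketamine, 5 hypoxia control and 4 hypoxia + ketamine fetuses, sampled 24 h after the onset of a 30 min stimulus, and the ketamine groups had been given 3 mg/kg. The labels of hypoxia control replicate 1 conflict: its title, its code and the group sizes place it in hypoxia control, as used here, and its source name and characteristics read normoxia + ketamine. The authors' files hold the scanner's intensities for 15744 spots per array, of which 15208 were not controls, and these measure 15008 different probes. Between 69.2 and 76.9% of the spots were well above background in normoxia control, 72.5 and 75.7% in normoxia + ketamine, 70.7 and 75.9% in hypoxia control, and 70.9 and 75.9% in hypoxia + ketamine. The number of arrays limits the precision. The arrays were on 2 slides of a single array design, and each group was on both. Starting from the mean spot signal, the background was corrected with limma's normexp method (offset 50), arrays were quantile normalized, spots flagged as outliers were left out, and spots of a probe were averaged. The paper's text does not name the background method. All 4 groups were fitted together with limma's moderated test, and a probe was called at an unadjusted P under 0.05, as in the paper's methods, with no filter on dim probes. A gene name could be given to 1656 of the probes, so the counts that follow are of probes. Gene lists named after the paper's terms were written by hand before the data were examined, because gene ontology and KEGG files were not used here.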

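After hypoxia, 501 probes were higher and 696 were lower than in normoxia control. Chance alone gives 750.4 of the 15008 probes at this threshold, against 1197 called. As many were called in 4 of 56 splits of the same arrays, the real one included, so chance is not excluded for this count. None passed Benjamini-Hochberg adjustment with limma, and the lowest adjusted P was 0.317. Apart from the adjustment for multiple testing and the unit counted, scaling the signal processed by the scanner's software to the 75th percentile of each array changed the split most, to 568 higher and 427 lower, so that 57.1% of the called probes were higher, against 41.9% above. Without normoxia control replicate 3, 332 probes were higher. With 1 probe for each gene that has a name, 64 genes were higher and 44 lower. Called changes of at least 2-fold were mostly increases, with 63 probes higher and 2 lower.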

Hypoxia stimulated the upregulation of 248 genes and the downregulation of 480 genes compared to normoxia (Fig. 1). The significantly regulated genes, either up‐ or downregulated, were for analysis of gene ontology, KEGG pathways, common pathways, and associated diseases. 

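The named gene with the largest increase after hypoxia was CXCL10, an interferon-induced chemokine, at 12.81 ± 2.50 on the log2 scale (SD, n = 5) in hypoxia control and 8.67 ± 0.88 (SD, n = 3) in normoxia control. Its log2 fold change was 4.14, with a standard error of 1.41 (two-sided exact permutation test, p = 0.036; limma adjusted P = 0.49). SELP, which encodes the adhesion molecule P-selectin, rose by 2.54 (standard error 0.63), IRF1 by 1.81, the NF-κB inhibitor NFKBIA by 1.33 and PDXK by 1.24, with the same exact permutation p, the smallest that 5 against 3 fetuses allow, and a limma adjusted P of at least 0.317. SELP was well above background on 2 of the 3 normoxia control arrays. These 5 had the largest increases among called probes with a name whose groups did not overlap, a choice that by itself gives that p. None of them passed adjustment over all probes. Of the 48 genes of a hand-written list of interferon-stimulated genes, 6 were on the array with a name, and 3 of them were called higher (one-sided hypergeometric test, which is Fisher's exact test, over 1025 named genes, P = 0.0041, adjusted P = 0.041 over 30 tests). That list was called in 4 of 12 alternative settings, 1 of which was chosen after seeing the data, and its adjusted P ran up to 0.602.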

Twenty‐four hours after the onset of a 30‐min acute hypoxic stimulus, the biological processes that were upregulated in the fetal frontal cortex were mainly associated with the regulation of immune system response, defense response, response to stress, and response to biotic stimulus (Table 3). 

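The largest decreases after hypoxia among called probes with a name, in groups that did not overlap, were a probe the files name only RECEPTOR (log2 fold change -0.60), LGALS1 (-0.45), BAMBI (-0.44), TAC3 (-0.38) and the tight junction gene OCLN (-0.38), each with p = 0.036 (two-sided exact permutation test). Groups that do not overlap always give that p. BAMBI was no longer called without any of 6 single arrays or on the signal processed by the scanner's software with either scaling, and OCLN was no longer called without any of 4 single arrays or with only the groups compared in the fit. LGALS1 was 12.34 ± 0.24 (SD, n = 5) in hypoxia control and 12.78 ± 0.059 (SD, n = 3) in normoxia control. None passed adjustment over all probes. Few genes of some of the lists could be examined. On the array with a name were 3 genes of a list for negative regulation of MAP kinases, 8 for ubiquitination and the proteasome and 21 for the ribosome and translation, and the medians of their log2 fold changes were -0.0043, -0.015 and 0.0038. Of the first list, TIMP3 was called higher. Of 15 lists, 0 were enriched among the genes called lower.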

The biological processes that were downregulated after the hypoxic insult mainly involved protein metabolic processes, and negative regulation of MAP, ERK1, and ERK2 cascade (Table 3). The enriched KEGG pathway analysis revealed that hypoxia activates the toll‐like receptor and chemokine signaling pathways, cytokine–cytokine receptor interaction, and osteoclast differentiation, and mainly downregulates metabolic pathways (Table 4).

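Of 28 toll-like receptor signaling genes on the array, 9 were called higher after hypoxia where 1.75 would be called by chance, CD14, CXCL10, NFKBIA, TLR2, TLR4 and TNF among them (one-sided Fisher's exact test, P = 2.2e-05, adjusted P = 6.6e-04 over the 30 tests). This list was called in each of the 12 alternative settings and with each of the 16 arrays left out in turn, where its highest adjusted P was 0.049. Of 23 cytokine and chemokine genes, 6 were called higher (adjusted P = 0.031), and in 8 of the alternatives, with an adjusted P of up to 1.00. With limma's camera test at a preset correlation, 7 list calls were made over the 3 comparisons, of which 1, the toll-like receptor list after hypoxia, held with fry (adjusted P = 0.020) and 0 held with an estimated correlation. TLR2 rose by 0.55 on the log2 scale (standard error 0.15; two-sided exact permutation test, p = 0.036). CD14 rose by 0.95 (standard error 0.25), TLR4 by 0.32 (standard error 0.11) and TNF by 0.51 (standard error 0.19), but in these the groups overlapped and none passed (two-sided exact permutation test, p = 0.071 each). TNF was well above background on 1 of the 3 normoxia control arrays. Of the 24 genes the paper measured by PCR or named, 15 were on the array with a name. After hypoxia 6 of them passed when adjusted over the list alone, against 0 over all probes. With ketamine before hypoxia 4 were called and 0 passed over the list alone, and with ketamine in normoxia 0 were called. Because the paper chose those genes in view of these arrays, the count of 6 is not independent evidence. Of 6 central metabolism genes on the array, 3 were higher and 3 lower, and that list was not enriched.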

**Table 2:** Fetal blood gas and pH values before (0 min) and at the end (30 min) of maternal ventilatory hypoxia

	0 min	30 min
PaO_2_ (mmHg)		
Nmx	17 ± 1	17 ± 1
Nmx + Ket	17 ± 1	17 ± 1
Hypx	17 ± 1	10 ± 1
Hypx + Ket	17 ± 1	10 ± 1
PaCO_2_ (mmHg)		
Nmx	55 ± 2	56 ± 2
Nmx + Ket	54 ± 2	56 ± 2
Hypx	57 ± 2	53 ± 1
Hypx + Ket	55 ± 2	52 ± 2
pH_a_		
Nmx	7.38 ± .01	7.37 ± .02
Nmx + Ket	7.37 ± .01	7.37 ± .02
Hypx	7.35 ± .01	7.33 ± .02
Hypx + Ket	7.35 ± .01	7.34 ± .02

**Figure 1:**
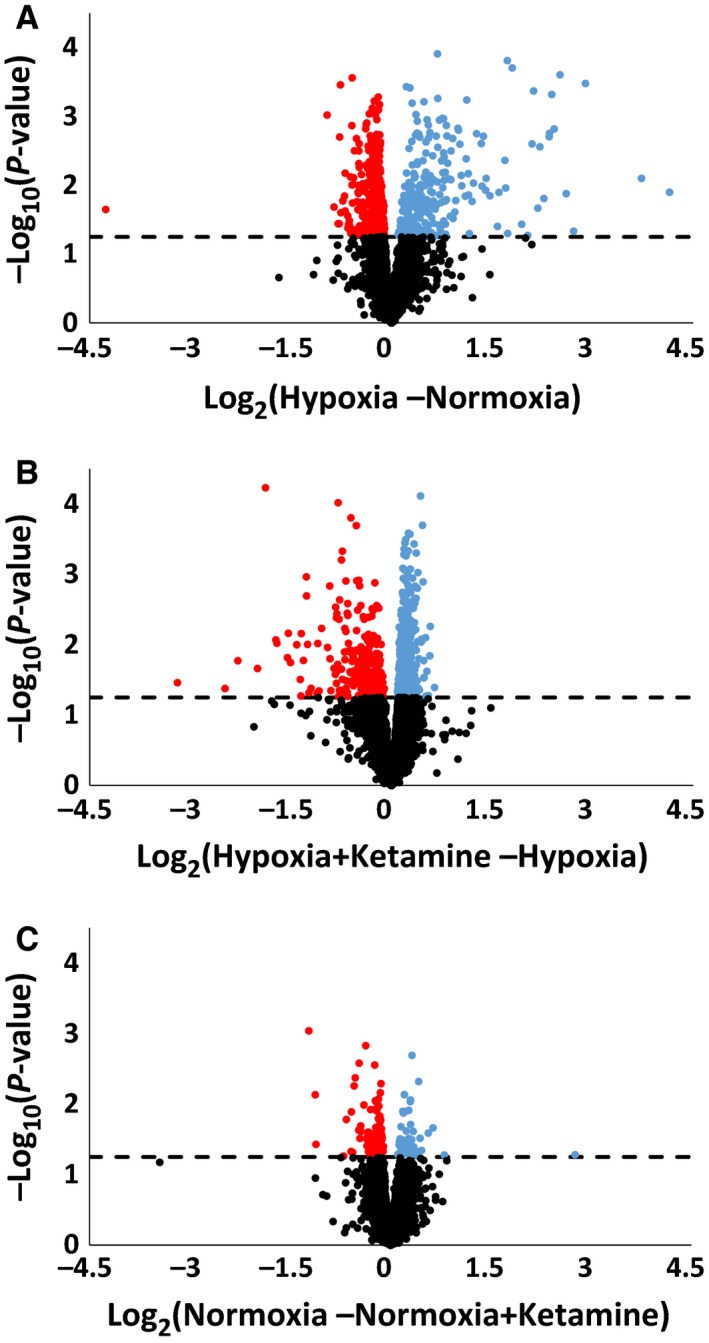
Volcano plot illustrating the relationship of gene expression in fetal frontal cortex measured by log_2_ of fold change. Significantly upregulated (blue) and downregulated (red) genes under hypoxia (A), hypoxia + ketamine (B), and normoxia + ketamine (C). The dotted line indicates whether the gene is statistically significant (above), *P *< 0.05, or not significant (below). Nonsignificant genes are indicated in black dots.

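Among all probes, the log2 fold changes ran from -4.30 to 4.14 after hypoxia, from -2.81 to 1.44 with ketamine before hypoxia, and from -3.44 to 2.48 with ketamine in normoxia. The median size of a called change was 0.27, 0.22 and 0.23, respectively. At least 2-fold changes were called for 65, 35 and 6 probes.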

**Table 3:** Top 10 gene ontology biological processes that were significantly regulated in the frontal cortex

Groups	Biological processes	# Genes involved	Adjusted *P* values
Hypoxia (upregulated compared to normoxia)	Immune response	75	1.06E‐27
	Defense response	75	4.70E‐27
	Immune system process	94	5.61E‐27
	Response to stress	115	2.48E‐23
	Innate immune response	50	4.83E‐23
	Regulation of immune system process	60	1.20E‐21
	Regulation of immune response	46	4.49E‐19
	Positive regulation of immune system process	44	1.46E‐17
	Regulation of defense response	39	1.79E‐17
	Response to biotic stimulus	46	1.79E‐17
Hypoxia (downregulated compared to normoxia)	Cellular protein metabolic process	127	4.00E‐04
	Protein metabolic process	140	2.80E‐03
	Negative regulation of MAP cascade	11	2.80E‐03
	Negative regulation of ERK1 and ERK2 cascade	6	4.30E‐03
	Negative regulation of intracellular protein kinase cascade	13	8.00E‐03
	Water‐soluble vitamin metabolic process	9	1.09E‐02
	Negative regulation of MAP kinase activity	9	1.09E‐02
	Inactivation of MAPK activity	6	1.09E‐02
	Negative regulation of metabolic process	61	1.27E‐02
	Negative regulation of macromolecule metabolic process	58	1.27E‐02
Hypoxia + ketamine (upregulated compared to hypoxia without ketamine)	Organelle organization	97	8.50E‐03
	Cellular protein metabolic process	137	8.50E‐03
	Response to starvation	12	4.29E‐02
	Cellular metabolic process	297	4.29E‐02
	Protein modification by small protein conjugation or removal	37	4.29E‐02
	Cellular response to starvation	10	5.36E‐02
	Macromolecule modification	106	5.36E‐02
	Protein ubiquitination	32	5.36E‐02
	Cellular protein modification process	101	8.24E‐02
	Protein modification by small protein conjugation or removal	32	8.24E‐02
Hypoxia + ketamine (downregulated compared to hypoxia without ketamine)	Defense response	63	7.93E‐17
	Response to stress	104	3.34E‐15
	Regulation of immune response	42	6.46E‐15
	Immune response	58	9.22E‐15
	Regulation of immune system process	51	3.06E‐14
	Response to wounding	58	3.06E‐14
	Regulation of defense response	35	1.67E‐13
	Immune system process	74	1.70E‐13
	Innate immune response	39	1.70E‐13
	Regulation of response to stress	45	3.20E‐13

**Table 4:** Top 10 enriched KEGG pathways that were significantly regulated in the frontal cortex

Groups	Pathway names	# Genes involved	Adjusted *P* values
Hypoxia (upregulated compared to normoxia)	Chagas disease (*American trypanosomiasis*)	13	2.53E‐12
	Complement and coagulation cascades	11	7.75E‐12
	Osteoclast differentiation	13	1.29E‐11
	Toll‐like receptor signaling pathway	12	1.31E‐11
	Cytokine–cytokine receptor interaction	16	4.97E‐11
	*Staphylococcus aureus* infection	9	3.29E‐10
	Pathways in cancer	16	7.88E‐10
	Chemokine signaling pathway	12	9.61E‐09
	Malaria	7	1.38E‐07
	Hematopoietic cell lineage	8	3.13E‐07
Hypoxia (downregulated compared to normoxia)	Vitamin digestion and absorption	5	3.00E‐04
	Metabolic pathways	28	1.30E‐03
	Pathways in cancer	13	1.30E‐03
	TGF‐beta signaling pathway	6	4.50E‐03
	*Vibrio cholerae* infection	5	4.50E‐03
	Wnt signaling pathway	7	1.38E‐02
	Oocyte meiosis	6	1.39E‐02
	Amino sugar and nucleotide sugar metabolism	4	1.59E‐02
	Cell cycle	6	1.75E‐02
	Collecting duct acid secretion	3	2.10E‐02
Hypoxia + ketamine (upregulated compared to hypoxia without ketamine)	Metabolic pathways	46	4.97E‐10
	mRNA surveillance pathway	9	6.34E‐05
	mTOR signaling pathway	7	2.00E‐04
	Tight junction	9	9.00E‐04
	Glycine, serine, and threonine metabolism	5	9.00E‐04
	Spliceosome	9	9.00E‐04
	Insulin signaling pathway	9	1.20E‐03
	TGF‐beta signaling pathway	7	1.40E‐03
	Huntington's disease	10	1.40E‐03
	Vitamin digestion and absorption	4	1.90E‐03
Hypoxia + ketamine (downregulated compared to hypoxia without ketamine)	Complement and coagulation cascades	12	4.74E‐13
	Chagas disease (*American trypanosomiasis*)	13	1.50E‐12
	*Staphylococcus aureus* infection	10	1.88E‐11
	Malaria	9	2.17E‐10
	Osteoclast differentiation	12	2.17E‐10
	Pathways in cancer	15	1.07E‐08
	Leishmaniasis	8	8.78E‐08
	Toll‐like receptor signaling pathway	9	8.78E‐08
	Chemokine signaling pathway	11	1.24E‐07
	Amebiasis	8	1.50E‐06

Ketamine had a small effect on its own. 

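With ketamine in normoxia, 347 probes were called, against the 750.4 that chance gives at the threshold, and 0 passed Benjamini-Hochberg adjustment with limma. Other splits of the same arrays called between 219 and 1161, so the count lay within what such splits give. With only the 7 normoxia arrays in the fit, 483 were called.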

In the fetuses that were treated with ketamine under normoxic conditions (Fig. 1C), only 50 genes were significantly upregulated compared to normoxia control, and these did not provide any significant biological processes or pathways. However, there were 105 genes that were downregulated by ketamine and the significant biological processes included cellular potassium ion transmembrane transport (three genes, adjusted *P *=* *3.78E‐2), mitotic prometaphase (five genes, adjusted *P *=* *3.53E‐2), viral reproduction (14 genes, adjusted *P *=* *2.15E‐2), and interspecies interaction between organisms (10 genes, adjusted *P *=* *3.53E‐2).

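With ketamine in normoxia 132 probes were called higher, or 14 genes with a name when 1 probe was taken per gene. The largest increases among called probes with a name in groups that did not overlap were the kappa opioid receptor gene OPRK1 (log2 fold change 0.52, standard error 0.14), complement C3 (0.46, standard error 0.18), CITED2 (0.41), ST3GAL4 (0.29) and a probe named pgc1 (0.25). Each had p = 0.057 (two-sided exact permutation test), the smallest that 4 against 3 fetuses allow, so none could pass that test. The call of pgc1 was lost in 7 of the alternatives and without any of 11 single arrays, and that of ST3GAL4 in 4 and without any of 5. Without normoxia + ketamine replicate 1, 217 probes were higher. C3 was 12.65 ± 0.38 (SD, n = 4) with ketamine and 12.18 ± 0.045 (SD, n = 3) without. The adjusted P over all probes was 1.00 for each of these. Of the 15 lists, 0 were enriched.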

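There were 215 probes called lower with ketamine in normoxia, and 137 without normoxia + ketamine replicate 3. With arrays scaled to the 75th percentile the split was 173 higher and 167 lower. The largest decreases among called probes with a name in groups that did not overlap were EM4C (log2 fold change -1.06), V15 (-0.75), MCP-3, LOC443430 (-0.54) and TAC3 (-0.40). They are named as in the files or by accession, and each had p = 0.057 (two-sided exact permutation test). The call of EM4C was lost without any of 8 single arrays and that of LOC443430 without any of 4. MCP-3 was not well above background on any ketamine array, so by the measured means it was at least 1.58-fold lower, which leaves out the error between fetuses. Its call was lost without normoxia control replicate 2, and another probe of MCP-3 changed by -0.29 and was not called. V15 was well above background on 2 of 4 ketamine arrays, and its call was lost on the signal processed by the scanner's software with either scaling. TAC3 was 7.40 ± 0.13 (SD, n = 4) with ketamine and 7.79 ± 0.12 (SD, n = 3) without. Of potassium transport and mitosis genes 3 each were on the array with a name, and 0 of them were called lower.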

Ketamine significantly upregulated 570 genes and downregulated 250 genes during hypoxia (compared to hypoxia without ketamine pretreatment) (Fig. 1B). 

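Compared with hypoxia control, 824 probes were higher and 535 were lower in hypoxia + ketamine, 1359 in all. None passed Benjamini-Hochberg adjustment with limma (lowest adjusted P = 0.263). With only the 2 groups compared in the fit, 337 were lower. All 35 called probes that changed by 2-fold or more were lower. Counting named genes, 36 were higher and 69 lower.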

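With ketamine before hypoxia, the largest increases among called probes with a name in groups that did not overlap were small: SLAN (log2 fold change 0.29, standard error 0.083), RABGGTB (0.26), BCAT1 (0.22), PPP2CA (0.21) and SLC17A5 (0.21), each with p = 0.016 (two-sided exact permutation test, the smallest that 5 against 4 fetuses allow). That p follows from choosing groups that do not overlap. BCAT1 was 8.24 ± 0.10 (SD, n = 4) with ketamine and 8.03 ± 0.075 (SD, n = 5) without. The median log2 fold change was 0.043 over 8 ubiquitination and proteasome genes, of which 5 were higher and 3 lower. None of the 15 lists was enriched among the genes called higher.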

Biological process terms significantly associated with the upregulated genes were biological process terms organelle organization, cellular protein metabolic process, and macromolecule modification (Table 3). Significantly associated biological process terms with downregulated genes were defense response, response to stress, and regulation of immune response (Table 3). 

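With ketamine before hypoxia, the largest decreases among called probes with a name in groups that did not overlap were PTGS2, the gene of cyclooxygenase-2 (log2 fold change -1.16, standard error 0.45), complement C3 (-0.70, standard error 0.15), VDUP1 (-0.66), ANXA2 (-0.52) and FBLN1 (-0.52). Each had p = 0.016 (two-sided exact permutation test), which follows from choosing groups that do not overlap. PTGS2 was 9.96 ± 0.45 (SD, n = 4) with ketamine and 11.11 ± 0.82 (SD, n = 5) without, and in each of these genes the groups did not overlap. The call of PTGS2 was lost without any of 3 single arrays, and another probe of PTGS2 changed by -0.21 and was not called. SELP fell by 1.74 and PDXK by 0.65, and both were called with limma, but their groups overlapped (two-sided exact permutation test, p = 0.079 and 0.17). Neither was called with hypoxia control replicate 1 placed in normoxia + ketamine, and the call of PDXK was also lost with only the groups compared in the fit and without any of 12 single arrays. For CXCL10 the change of -2.06 had a standard error of 1.30 (two-sided exact permutation test, p = 0.30). None passed adjustment over all probes.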

KEGG analysis revealed that ketamine treatment before hypoxia upregulated metabolic pathways and downregulated toll‐like receptor and chemokine signaling pathways (Table 4).

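Among the genes called lower with ketamine before hypoxia were 5 of the 28 toll-like receptor signaling genes: CD14 (-0.60), TLR2 (-0.44), TLR4 (-0.27), NFKBIA (-0.81) and CXCL8. Of the first 4 only TLR2 passed between fetuses (two-sided exact permutation tests, p = 0.032 for TLR2, 0.13 for CD14, 0.079 for TLR4 and 0.16 for NFKBIA). The calls of CD14 and NFKBIA were lost with only the groups compared in the fit, and that of NFKBIA also with the other label of hypoxia control replicate 1. By chance 1.88 would be called (one-sided Fisher's exact test, P = 0.035), which did not pass adjustment over the 30 tests (adjusted P = 1.00). The list was called in 4 of the alternatives, and its adjusted P lay between 0.00166 and 1.00. Of its genes 23 were lower and 5 higher, with a median log2 fold change of -0.22. The cytokine and chemokine list had 3 called genes of 23 (one-sided Fisher's exact test, P = 0.20), and 17 of its genes were lower. Of 6 central metabolism genes, 2 were higher with ketamine.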

### Modulation of responses to hypoxia by ketamine

To determine the modulatory effect of ketamine pretreatment on hypoxia, the genes that were significantly upregulated by hypoxia (vs. normoxia) were compared with the genes that were significantly downregulated by hypoxia + ketamine (vs. hypoxia alone) (Fig. 2A). There were 126 genes that were uniquely upregulated by hypoxia, 128 genes that were downregulated by hypoxia + ketamine, and 122 common genes between the both groups. 

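Here, 227 probes were both higher after hypoxia and lower with ketamine, 45.3% of those higher after hypoxia. The count was 124 with only the groups compared in the fit. Both lists use the same hypoxia control arrays. Independent lists of these sizes would share 17.9 probes, but 100 simulations without any effect, with the arrays shared in the same way, gave a median of 48 and a 95th percentile of 153, and 0 of them reached 227. Those simulations removed the effect of hypoxia too, so they do not test ketamine alone. With only the ketamine and hypoxia control arrays divided otherwise, the median overlap was 61 and the largest 268. Of 100 such divisions, the real one included, 3 reached 227. When probes were chosen with some of the hypoxia control arrays and the effect of ketamine was measured against the others, over 20 divisions of these arrays, a median of 69.5% of the probes were lower with ketamine. With the ketamine and hypoxia control arrays divided in 99 other ways that share was 48.7% (median), and 3 of the 99 were as large.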

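Of the probes higher after hypoxia and lower with ketamine, 35 were genes with a name when 1 probe was taken per gene. They included 1 of 11 genes of the complement and coagulation list (C3), and 0 of 6 interferon-stimulated genes. All 6 of the latter were higher after hypoxia (median log2 fold change 1.19) and lower with ketamine (median -1.12), but the comparisons share the hypoxia control arrays, so opposite signs arise without an effect of ketamine too. That list was called lower with ketamine by camera at a preset correlation (adjusted P = 0.0087), not with an estimated correlation (adjusted P = 0.49) or fry (adjusted P = 0.28), and in the one-sided Fisher's exact test only without hypoxia control replicate 1 or with that array placed in normoxia + ketamine (adjusted P from 3.4e-04 to 1.00 over the alternatives and arrays left out). Counts of list members in the overlap were made without a test.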

Gene ontology analysis revealed that these common genes were significantly associated with biological process terms related to the regulation of immune, defense, and stress response (Table 5). The enriched KEGG pathway analysis indicated the involvement of toll‐like receptor signaling, chemokine signaling, and cytokine–cytokine receptor interaction. 

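The overlap held 5 of the 28 toll-like receptor signaling genes (CD14, CXCL8, NFKBIA, TLR2 and TLR4) and 2 of the 23 cytokine and chemokine genes (CXCL8 and IL13RA1). CXCL10 was called after hypoxia only.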

The major common pathways associated with these 122 common genes were immune, inflammatory, apoptosis, metabolic, and cellular division (Table 6). 

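From the apoptosis list, 1 of 11 genes (MCL1) was in the overlap, and from the lists for central metabolism and mitosis 0 of 6 and 0 of 3 genes.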

The analysis of enriched disease‐associated genes yielded statistically significant association with the following terms: inflammation, necrosis, immune system, and autoimmune diseases (Table 7).

**Figure 2:**
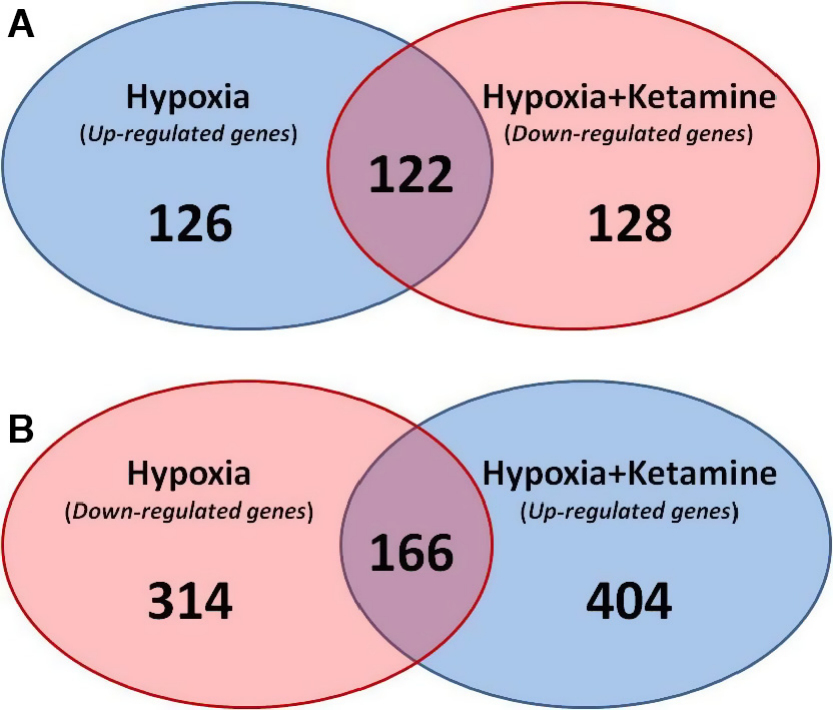
Venn diagram of the number of genes that were significantly regulated by hypoxia and hypoxia + ketamine. (A) Venn diagram showing the number of significant genes that were upregulated by hypoxia (blue), downregulated with ketamine (red), and the common genes involved in both groups (purple). (B) Venn diagram of significant genes that was downregulated by hypoxia (red), upregulated with ketamine (blue), and the common genes involved in both groups (purple).

**Table 5:** Top 10 gene ontology biological processes and enriched KEGG pathways that were significantly upregulated in the frontal cortex during acute hypoxic stress and downregulated by ketamine treatment before hypoxia

Analysis	Pathways, processes, functions, components	# Genes involved	Adjusted *P* values
Biological process	Immune response	42	7.39E‐17
	Immune system process	53	7.39E‐17
	Defense response	43	7.39E‐17
	Regulation of immune system process	38	1.12E‐16
	Regulation of immune response	30	4.30E‐15
	Response to wounding	40	6.90E‐15
	Positive regulation of immune system process	29	2.09E‐14
	Response to stress	63	2.09E‐14
	Innate immune response	28	9.60E‐14
	Response to lipid	28	6.08E‐13
Molecular function	Protein binding	80	5.78E‐07
	Cytokine receptor binding	10	2.00E‐04
	Interleukin‐6 receptor activity	2	1.30E‐03
	Receptor binding	22	1.30E‐03
	Chemokine receptor binding	5	1.30E‐03
	Interleukin‐6 binding	2	1.30E‐03
	Cell surface binding	5	1.30E‐03
	Enzyme inhibitor activity	10	1.50E‐03
	Lipoteichoic acid binding	2	1.70E‐03
	Peptidase regulator activity	8	1.70E‐03
KEGG pathways	Chagas disease (*American trypanosomiasis*)	11	2.78E‐13
	Complement and coagulation cascades	10	2.78E‐13
	*Staphylococcus aureus* infection	9	8.98E‐13
	Pathways in cancer	12	2.32E‐09
	Toll‐like receptor signaling pathway	8	6.40E‐09
	Osteoclast differentiation	8	3.27E‐08
	Cytokine–cytokine receptor interaction	10	3.79E‐08
	Malaria	6	5.32E‐08
	Chemokine signaling pathway	8	4.61E‐07
	Systemic lupus erythematosus	7	7.49E‐07

**Table 6:** Top 10 common pathways associated with the genes that were significantly upregulated in the frontal cortex in response to hypoxia and downregulated by ketamine treatment before hypoxia

Common pathways	# Genes involved	Adjusted *P* values
Immune system	27	6.57E‐24
Innate immune system	17	6.54E‐19
Integrin family cell surface interactions	32	7.15E‐19
TRAIL signaling pathway	31	2.09E‐18
Glypican 1 network	30	1.01E‐17
Signaling events mediated by hepatocyte growth factor receptor (c‐Met)	29	1.59E‐17
Insulin pathway	29	1.59E‐17
S1P1 pathway	29	1.59E‐17
Arf6 downstream pathway	29	1.59E‐17
Arf6 signaling events	29	1.59E‐17

**Table 7:** Top 10 enriched diseases associated with the genes that were significantly upregulated in the frontal cortex during acute hypoxic stress, but was downregulated with ketamine

Diseases	# Genes involved	Adjusted *P* values
Inflammation	26	2.00E‐24
Necrosis	21	2.44E‐20
Immune system diseases	26	5.81E‐20
Autoimmune diseases	20	4.53E‐17
Chorioamnionitis	15	1.23E‐16
Infection	20	2.16E‐15
Preterm rupture of membranes	13	7.23E‐14
Bronchiolitis	14	1.21E‐13
Virus diseases	18	1.50E‐13
Bacterial infections	13	1.64E‐13

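In the opposite direction, 185 probes were lower after hypoxia and higher with ketamine, 26.6% of those lower after hypoxia. The count was 122 without normoxia control replicate 3, 123 with the 75th percentile scaling and 291 with the replicate number as a block. Independent lists would share 38.2, and simulations without any effect, with the hypoxia control arrays shared, gave a median of 36 and a 95th percentile of 141.8, with 2 of 100 as large. Those simulations removed the effect of hypoxia too. With only the ketamine and hypoxia control arrays divided otherwise, the median was 71 and the largest 293. Of 100 such divisions, the real one included, 7 were as large, so chance is not excluded for this overlap. Measured on hypoxia control arrays that did not choose the probes, a median of 64.1% were higher with ketamine, against 51.0% in other divisions of the arrays, of which 6 of 99 were as large. Among 11 named genes in this overlap were 0 of 8 ubiquitination and proteasome genes and 0 of 21 ribosome and translation genes.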

Comparison of the 166 common genes between the downregulated hypoxia versus the upregulated hypoxia + ketamine (Fig. 2B) revealed only one significant gene ontology biological process: cellular protein metabolic process (50 genes, adjusted *P *=* *3.34E‐2). 

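None of the 6 central metabolism genes on the array with a name was among the 11 named genes lower after hypoxia and higher with ketamine, so metabolism could be examined through few genes.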

The KEGG analysis pathway yielded a few significant pathways, with metabolic pathways as the main outcome (nine genes of the 166 common genes). The rest of the pathways involved very few genes, which varied between 1 and 3% (2–5 genes of the 166 common genes).

### Inflammation and immune responses

The transcriptomics analysis predicts that hypoxia increases inflammation, and that ketamine ameliorates this response. 

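An inflammation score was computed for each fetus as the mean log2 difference from the normoxia control mean over the 54 genes on the array out of a list of 189 toll-like receptor, cytokine, chemokine and complement genes. The score was 0.00 ± 0.019 (SD, n = 3) in normoxia control, 0.034 ± 0.046 (SD, n = 4) in normoxia + ketamine, 0.31 ± 0.19 (SD, n = 5) in hypoxia control and 0.071 ± 0.10 (SD, n = 4) in hypoxia + ketamine. All 5 hypoxia control fetuses lay above every normoxia control fetus, and the difference of 0.31 had p = 0.036 (two-sided exact permutation test, the smallest p that 5 against 3 fetuses allow). With ketamine before hypoxia the score was lower by a difference of -0.24 (two-sided exact permutation test, p = 0.048), and 3 of 4 fetuses lay below every hypoxia control fetus. In normoxia the difference with ketamine was 0.034 (two-sided exact permutation test, p = 0.29, where 4 against 3 fetuses allow 0.057 at the least). The 3 p-values were not adjusted for one another. Within slide 1 and slide 2 the difference after hypoxia was 0.32 and 0.33, and with ketamine before hypoxia -0.23 and -0.26. On the signal processed by the scanner's software the differences were larger, 0.60 and -0.47 with the 75th percentile scaling and 0.52 and -0.41 with quantile normalization. With the slide as a block, the p-values were 0.071 and 0.080, so neither passed (two-sided permutation tests of residuals over both slides, which are approximate). With the labels permuted only within slides, a test chosen after seeing the data, they were 0.083, the smallest possible, and 0.033 (two-sided exact permutation tests). With each fetus of that comparison left out in turn, the effect of ketamine passed only without hypoxia + ketamine replicate 2, and the smallest difference was -0.17, without hypoxia control replicate 4 (two-sided exact permutation test, p = 0.086, where a smaller p was possible). With hypoxia control replicate 1 placed in normoxia + ketamine, the p-values were 0.057 after hypoxia and 0.086 with ketamine (two-sided exact permutation tests). The replicate number as a block gave p-values of 0.32 and 0.217 (two-sided permutation tests of residuals over all numbers, which are approximate). Hypoxia control replicate 5 has no partner there. Within each shared number, the hypoxia control fetus still lay above the hypoxia + ketamine fetus and above the normoxia control fetus. With so few pairs these p-values cannot decide the question. The effect of ketamine also had p = 0.063 over the toll-like receptor genes alone, 0.095 over the cytokine and chemokine genes alone and 0.016 over the complement and coagulation genes alone (two-sided exact permutation tests). From its transcriptomic results, the paper reasons that hypoxia increases inflammation and that ketamine ameliorates it.

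**Figure D1:**
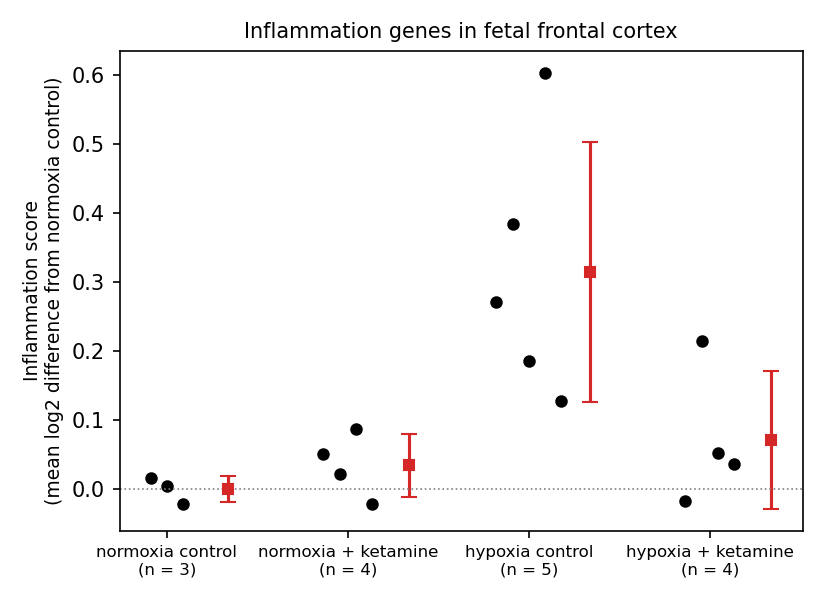
Inflammation score (mean log2 difference from normoxia control over 54 genes) by group. Each black point is 1 fetus, and red squares with bars are the mean ± SD. Hypoxia control fetuses lie between 0.13 and 0.60, and hypoxia + ketamine fetuses between -0.017 and 0.21.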

To explore this possibility, we performed qPCR on genes within the inflammation pathway (not all of these genes were represented by the microarray probes). Hypoxia stimulated increases in many genes within the TLR‐mediated inflammatory cascade: TLR2, CD14, MYD88, NF‐*κ*B1, TNF*α*, CXCL110, CXCL16, and OAS1 (Fig. 3). Ketamine prior to hypoxia altered the expression of TLR2, CD14, MYD88, CASP8, IKBA, TNF*α*, OAS1, and CXCL16 compared to hypoxia alone. Shown in Figure 4 is a modified flow chart of the TLR2‐ and TLR4‐dependent inflammatory cascade, illustrating that the inflammatory response to hypoxia and the modification of the response by ketamine appears to involve the entire cascade. Interestingly, hypoxia appeared to reduce the expression of genes involved in apoptosis, and ketamine appeared to have no modulatory effect on these genes (Fig. 5).

**Figure 3:**
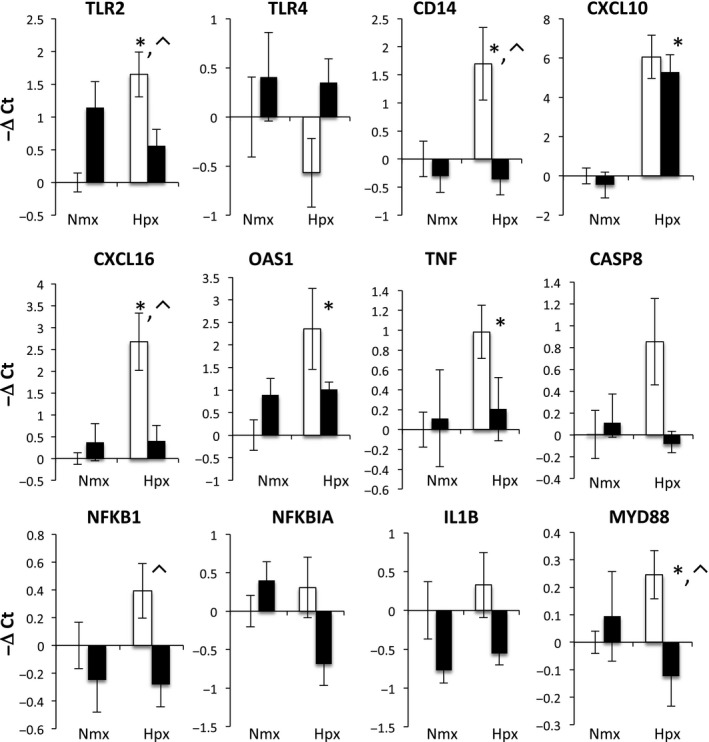
Gene expression (mRNA abundance) was measured by real‐time qPCR for genes in the toll‐like receptor inflammation pathway. Values are represented as delta cycle threshold (ΔCt) compared to the normoxia control (no hypoxia and no ketamine) group. Open bars represent experiments in which ketamine was not administered. Filled bars represent experiments in which ketamine was administered before normoxia or hypoxia. The criterion for statistical significance was *P *<* *0.05 (Student's *t* test). Data are presented as means ± SEM, and the *y*‐axis scale varies between plots. *Statistically significant difference in hypoxia + ketamine group compared to normoxia control. ⌃Statistically significant difference in hypoxia control group compared to hypoxia + ketamine group.

**Figure 4:**
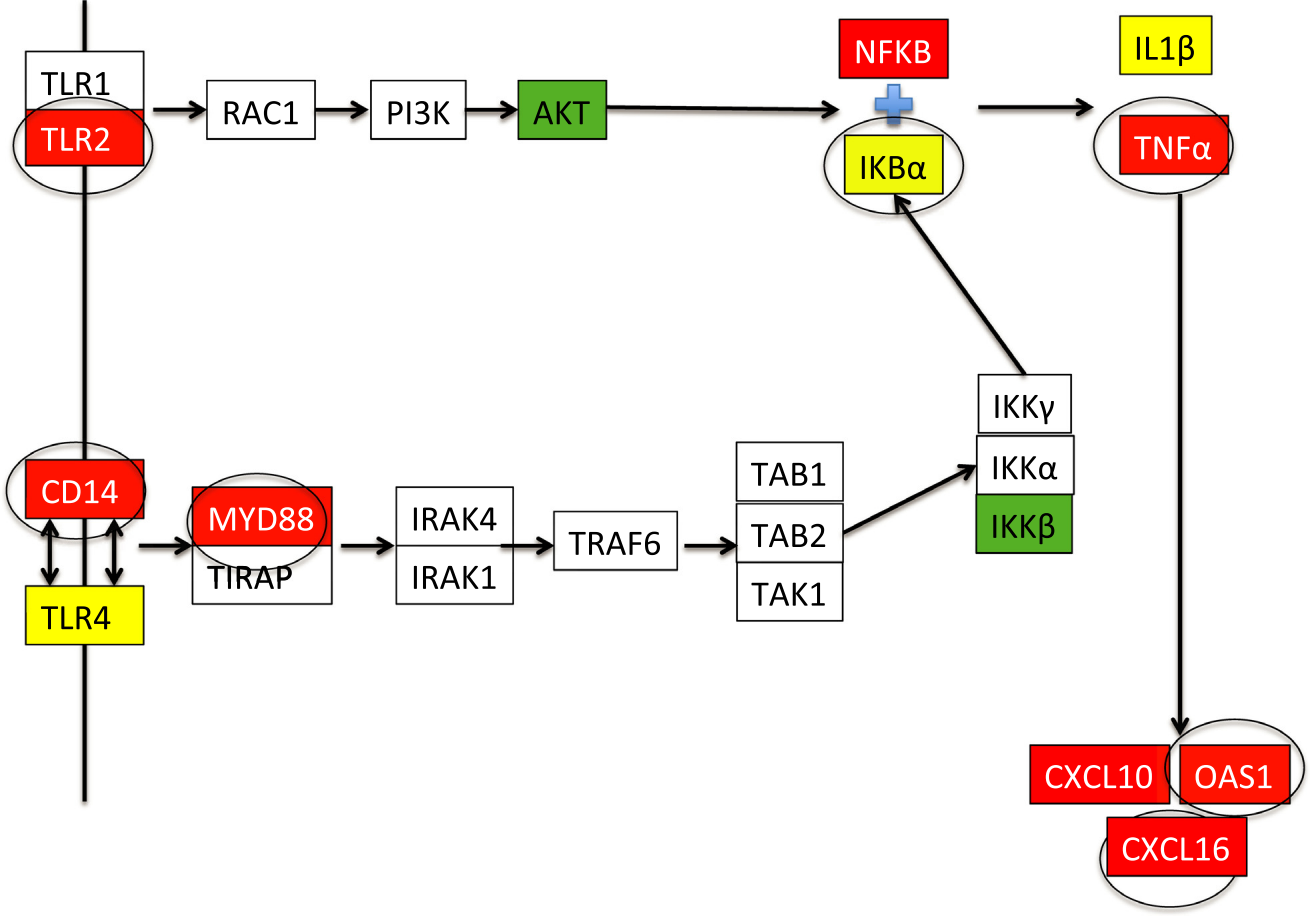
Graphical representation of the toll‐like receptor inflammation pathways queried by qPCR in the present studies. Boxes that are uncolored were not tested by qPCR. Red color denotes genes whose expression was increased by hypoxia. Green color denotes genes whose expression as decreased by hypoxia. Yellow color denotes genes whose expression was not changed by hypoxia. Circled boxes represent genes whose response to hypoxia was significantly altered by ketamine.

**Figure 5:**
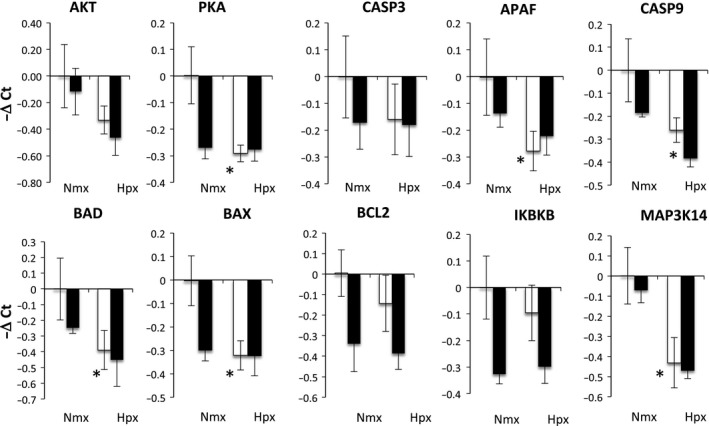
Gene expression (mRNA abundance) was measured by real‐time qPCR for genes related to apoptosis. Values are represented as delta cycle threshold (ΔCt) compared to the normoxia control (no hypoxia and no ketamine) group. Open bars represent experiments in which ketamine was not administered. Filled bars represent experiments in which ketamine was administered before normoxia or hypoxia. The criterion for statistical significance was *P *<* *0.05 (Student's *t* test). Data are presented as means ± SEM, and the *y*‐axis scale varies between plots. *Statistically significant difference of hypoxia + ketamine group compared to normoxia control.

Together, the transcriptomics and qPCR suggest that there is an immune response within the fetal cerebral cortex that is reduced by ketamine. 

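The difference between the effects of ketamine in hypoxia and in normoxia was also computed. For the inflammation score it was -0.28 (two-sided exact permutation test over 4410 arrangements of the ketamine labels, p = 0.0154). Those arrangements assume no effect of ketamine in either condition, so this p does not test equal effects alone. Most of the difference was the effect in hypoxia, -0.24, against 0.034 in normoxia. The effect in hypoxia did not pass under several alternatives, which were not applied to the difference. Across all probes, limma called 953 for this interaction at an unadjusted P under 0.05, and 0 after Benjamini-Hochberg adjustment.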

To validate this conclusion, we performed immunohistochemistry on cerebral cortex, staining for Iba‐1 (a macrophage/microglia marker to test for accumulation of macrophages or microglia). The density of Iba‐1‐positive cells was significantly increased after hypoxia; this response was attenuated by ketamine (Fig. 6). Ketamine alone did not have a statistically significant effect on the number of Iba‐1‐positive cells (Fig. 6). The abundance of Iba‐1‐positive cells in the cerebral cortex mirrored the transcriptomics response within the inflammatory cascade (hypoxia increases the number of positive cells and ketamine reduces the response).

**Figure 6:**
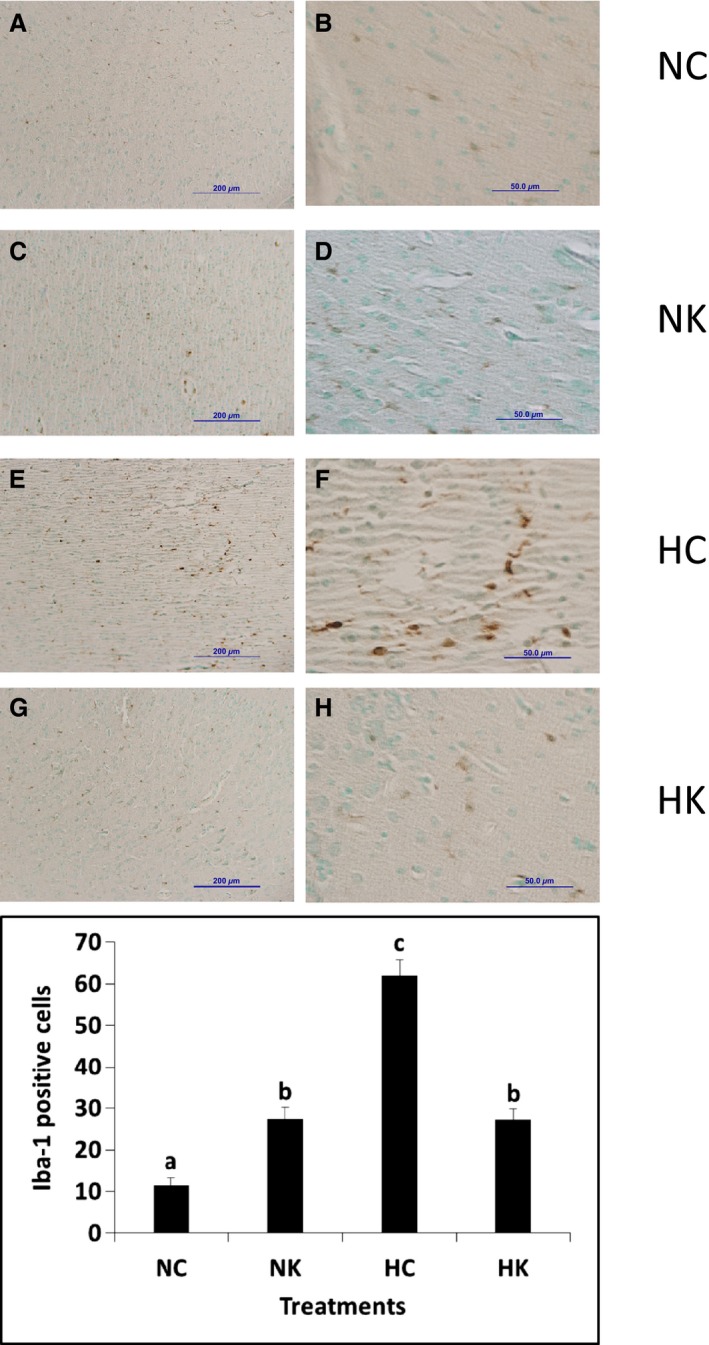
Immunohistochemical analysis of cells expressing Iba‐1 immunoreactivity in the frontal cerebral cortex. Representative images at low (A, C, E, G) and high (B, D, F, H) magnification from animals exposed to normoxia with no ketamine pretreatment (A, B), animals exposed to normoxia following ketamine pretreatment (C, D), animals exposed to hypoxia with no ketamine pretreatment (E, F), and animals exposed to hypoxia following ketamine pretreatment (G, H) fetuses. Sections were counterstained with methyl green. Macrophage counts per field at 40× in the cerebral cortex (graph) from seven images per animal and three to four animals per group. Data are expressed as means ± SEM. Different letters indicate statistically significant difference (*P *<* *0.05). Scale bars 200 *μ*m (A, C, E, G), 50 *μ*m (B, D, F, H). NC, normoxia control; NK, normoxia + ketamine; HC, hypoxia control; HK, hypoxia + ketamine.

## Discussion

The present study represents a marriage of two technologies: whole animal physiology and transcriptomics‐based systems biological modeling and analysis of the physiology. We have been successful, for example, in modeling and validating changes in cardiac physiology in the fetus exposed to chronic elevations in maternal cortisol (Richards et al. 2014). In the present study, systems modeling of transcriptomics in the frontal cerebral cortex 24 h after hypoxia indicate that there are increased inflammation and immune responses as well as the anticipated decreased cellular and protein metabolic processes. The immune response predicted by the model was validated using histological evidence of increased macrophage/microglia number in the fetal cerebral cortex. Administration of a standard clinical dose of ketamine (based on estimated fetal body weight) prior to hypoxia modified and, in some aspects, prevented or greatly reduced these responses, suggesting that ketamine may be useful for its anti‐inflammatory action in the fetal brain. The present study, because it focuses on pathways activated by hypoxia and inhibited by ketamine, is limited to understanding tissue responses and not long‐term outcome. While the pathway analysis reveals heretofore unknown responses to what would be considered a relatively common fetal stressor, it does not specifically address demyelination, cell death, or either short‐ or long‐term deficits in cortical function.

We designed the present study to test the hypothesis that ketamine, a noncompetitive NMDA receptor antagonist, attenuates the inflammation that results from hypoxia. In order to identify the effect of ketamine on the hypoxic fetal frontal cortex, we examined the common genes that were both significantly upregulated by hypoxia and significantly downregulated by ketamine pretreatment before the hypoxia (Fig. 2). The results indicated that inflammation pathways were significantly upregulated by hypoxia, and that cellular and protein metabolic processes were downregulated. The effects of ketamine opposed those of hypoxia are upregulation of metabolic processes and downregulation of inflammatory pathways (Tables 3 and 4).

Neonatal and perinatal brain inflammation is characterized by increased cytokines, including IL1, IL6, and TNF*α* (Szaflarski et al. 1995; Hagberg et al. 1996; Cieslak et al. 2013). These proinflammatory cytokines, along with the transcription factor NF‐*κ*B, one of the main regulators of the inflammatory response, have been reported to have a direct cytotoxic effect on neurons and glial cells (Volpe 2001). Inflammatory mediators promote the recruitment, activation, and infiltration of immune cells in the brain, and contribute to the severity of the hypoxic injury (Castillo‐Melendez et al. 2013; Jellema et al. 2013). Our transcriptomics model and the immunohistochemical validation of the model suggest that the response to hypoxia involves alterations in the abundance of macrophages or microglia within the cerebral cortex. Unknown is the nature of the stimulus to the increase in macrophage/microglia abundance. It could be directly related to the cellular hypoxia and energy starvation, or possibly a secondary response (e.g., secondary to changes in neurotransmission in chemoreceptor‐sensitive pathways in the fetal brain). We have previously reported that, 1 h after hypoxia, transcriptomics modeling indicated a reduction in cellular metabolism and the beginning of an inflammatory/immune response in the fetal hypothalamus (Wood et al. 2014). We do not know whether 30 min of moderate hypoxia (reduction in fetal PaO_2_ of approximately 50%) actually damages the neurons and glia in the fetal brain. Physiologically, the fetal brain reduces oxygen demand in parallel with the reduction in oxygen delivery (Jones et al. 1983; Rurak et al. 1990), likely affording some protection from damage. Nevertheless, it is possible that reoxygenation is a direct insult to the brain, increasing the formation of oxygen radicals and other proinflammatory stimuli (Maulik et al. 1999). However, it is also possible that there are other events that stimulate inflammation in the fetal brain and other tissues (i.e., release of proinflammatory substances from the placenta or other tissues). We find it interesting and intriguing that the increase in macrophages/microglia in the fetal cerebral cortex appears to be very similar to an increase in macrophages in the renal cortex of the fetus, recently reported elsewhere (Chang et al. 2016).

We were surprised to see the magnitude of the increase in abundance of macrophages or microglia in the fetal cerebral cortex after hypoxia, but we were not surprised to find an active involvement of the fetal immune system in the response. In other experiments, we have evidence of immune development within the fetal brain in the latter half of gestation (Rabaglino et al. 2014). Interestingly, the consensus trend in gene expression in the latter half of gestation in the fetal sheep reflects pathways involved in hematopoietic immune cell development (Rabaglino et al. 2014). We do not know whether the Iba‐1‐positive cells observed in the present experiments were microglia that were already present in the fetal brain or whether they were macrophages that entered into the fetal cerebral cortex from the blood. We suspect the latter because we have observed what appear to be Iba‐1‐positive cells migrating between blood and brain parenchyma (Fig. 6).

In addition to testing inflammation pathways by qPCR, we tested gene expression in pathways related to apoptosis. Calcium influx into the neurons promotes neuronal apoptosis mainly via the caspase signaling pathway (Vannucci and Hagberg 2004). Several studies have reported that hypoxic stimuli elevate concentrations of the apoptotic factors caspase 3, 7, 8, and 9 (Northington et al. 2001; Zhu et al. 2003; Vannucci and Hagberg 2004), and other adaptor proteins such as BAX/BCL2 (Cheng et al. 2003), MYD88 (Wang et al. 2009), and NF‐*κ*B (Liu et al. 2005). While we expected there to be an increase in expression of genes mediating apoptosis 24 h after hypoxia, we found that many of these genes were downregulated (AKT, CASP3, CASP9, BAD, BAX, BCL2) and not further altered by ketamine (Fig. 5). Exceptions to this trend were MYD88 and CASP8, which were upregulated by hypoxia and blunted by ketamine (Fig. 3). Based on these results, we conclude that hypoxia results in alterations in apoptosis as well as inflammation, but that the effects on apoptosis appear to be favoring reduction of apoptosis, possibly because apoptosis is an energy requiring process. Apoptosis is an integral aspect of brain development (synaptogenesis and neuronal pruning) in the fetus, and it is not clear whether a transient alteration in the rate of apoptosis could permanently alter the course of cortical development.

Ketamine is known to bind an array of receptors besides NMDA receptors including dopamine receptors (Kapur and Seeman 2002), non‐NMDA glutamate receptors, opioid receptors, nicotinic and muscarinic cholinergic receptors (Kohrs and Durieux 1998), serotonin receptors (Yamakura et al. 2000; Kapur and Seeman 2002), and weakly influencing the glycine and GABA_A_ receptors (Yamakura et al. 2000). Nevertheless, we do not know whether the anti‐inflammatory action of ketamine in this study is related to a neuropharmacologic action of the drug. Other studies have also supported the role of ketamine as an anti‐inflammatory agent when used in both clinically (Yli‐Hankala et al. 1992; Beilin et al. 2007; Welters et al. 2011) and experimentally (Koga et al. 1994; Takenaka et al. 1994; Kawasaki et al. 1999). Investigators have reported that ketamine reduces the levels of TNF*α*, IL1*β*, IL6, and IL8, which are the main innate immune system modulators (Larsen et al. 1998; Kawasaki et al. 1999, 2001; Shaked et al. 2004; Lankveld et al. 2005; Gurfinkel et al. 2006). For example, it is possible that in the present experiments ketamine has a direct effect on macrophages to reduce the secretion of cytokines and other inflammatory mediators. Tan et al. (2015) have reported that ketamine has a direct effect on macrophages to reduce NF‐*κ*B‐mediated responses to lipopolysaccharide. Indeed, such an action of ketamine would be consistent with our results.

In summary, we have used a combined approach of whole animal physiology and transcriptomics‐based systems biology modeling to explore the response of the fetal cerebral cortex to transient hypoxia in the late gestation fetal sheep. Our results are in agreement with previous results from other laboratories that indicate an inflammation response, but we have provided evidence of anti‐inflammatory actions of clinically relevant doses of ketamine, and we suggest that ketamine might be useful for reducing (fetal or neonatal) cortical damage after transient hypoxia or ischemia. The results indicate an inflammation response that involves the entire toll‐like receptor inflammation pathway with influx of microglia or macrophages into the cerebral cortex. We conclude that the inflammation response in the cerebral cortex is similar to that in the kidney cortex, suggesting that the ultimate stimulus to the inflammation might be secondary to signaling that originates in other fetal or placental tissues.

## Perspectives

Thirty minutes of maternal ventilatory hypoxia of a magnitude expected upon acute exposure to 12,000 feet altitude (Rahn and Otis 1949) results in fetal brain inflammation and accumulation of microglia or macrophages in the fetal cerebral cortex. The vigorous nature of this response is surprising to us, and it is reminiscent of inflammation in the fetal renal cortex after the same hypoxic stimulus (Chang et al. 2016). Will milder hypoxia (either in magnitude or duration) have a similar effect? Perhaps more important than the questions of cause or sensitivity is the question of whether this inflammatory response demarks tissue damage or whether it plays a positive role in fetal brain development. Transient hypoxia can be caused, for example, by air travel in pressurized aircraft (Hampson et al. 2013), by visits to high altitude (Rahn and Otis 1949), or even perhaps by sleep apnea in late gestation (Venkata and Venkateshiah 2009). How common are bouts of fetal brain inflammation in the normal fetus? Are these somehow causally related to hematopoietic immune cell development in the fetal brain (Rabaglino et al. 2014)? Does transient hypoxia have negative or even positive long‐term consequences?

## Conflict of Interest

None declared.

How the deposited data were processed for this re-analysis (not part of the article)

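Gene expression was measured in the frontal cortex of 16 fetal sheep, 1 array per fetus: 3 normoxia control, 4 normoxia + ketamine, 5 hypoxia control and 4 hypoxia + ketamine. The authors labelled RNA with cyanine 3, hybridized it to 1-colour Agilent sheep arrays and read the slides with an Agilent scanner. The deposited files of the arrays hold the intensity of each spot from Feature Extraction, version 10.1.1.1 by the files' headers (the paper gives another version), before any normalization between arrays. The authors' deposited table of processed values is on the log2 scale, after their background correction and quantile normalization, and was used only as an alternative. Groups were taken from the sample labels and the paper. For hypoxia control replicate 1 the labels conflict, and the other reading was an alternative.

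The files were analysed in R 4.3.3 with limma 3.58.1. The mean signal of each spot was corrected with normexp on the median local background with an offset of 50, arrays were quantile normalized, 536 control spots were left out after the correction, 222 spots flagged as outliers on an array were left out, and spots of a probe were averaged, which gave 15008 probes, 132 of them missing on at least 1 array. No filter on dim probes was used. On each array between 69.2 and 76.9% of the spots were well above background, and any pair of arrays correlated between 0.984 and 0.996 over probes, so no array was a copy of another. The number of arrays per group limits the precision.

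Names were given to 1656 probes, 1025 different genes, and 13352 probes stayed without a name. Through the sheep reference table, 726 probes were named by accession, 498 by symbol, 20 by an older symbol, 125 by gene ID and 13 by the symbol in capitals, and 274 kept the files' own name. For a list or a count of genes, the probe with the highest mean over all arrays stood for its gene. The text names the genes the paper measured or names that are on the array (24 were looked for and 15 found), and for each comparison the 5 largest increases and decreases among named probes that were called, were well above background on every array of at least 1 of the groups compared, and whose groups did not overlap. That rule and the lists were set before the data were examined, as were the main settings and all alternatives but 2 (a correction of the median in place of the mean spot signal, and permutation of labels within slides). Results of some single genes are not reported here. A named gene uses the probe the rule chose in a comparison, and its highest probe otherwise.

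limma's linear model with a common spread over the 4 groups and its empirical Bayes moderated test gave the 3 comparisons and the interaction, with calls at an unadjusted P under 0.05 as the paper's methods state, and Benjamini-Hochberg counts beside them. Gene lists were 15 pathway lists and 9 cell type lists written by hand after the paper's terms, tested with one-sided hypergeometric tests against the 1025 named genes, and with camera and fry. Gene ontology and KEGG were not used here. The inflammation score was compared between fetuses with two-sided exact permutation tests. Their p doubled the smaller tail, and the smallest p given for a design holds for that rule only. With the slide or the replicate number as a block, residuals after the block were permuted over all fetuses compared, which is approximate and not exact. The exact test was also given for single genes, chosen after seeing the data because limma's unadjusted P for a gene rests on a model with few fetuses. For genes chosen because their groups do not overlap, the choice itself gives the smallest p, so the test is no check of them. Overlaps were set against simulations in which the hypoxia control arrays were shared by both comparisons, with no effect of hypoxia or ketamine. They were also set against other divisions of the ketamine and hypoxia control arrays, which keep the effect of hypoxia.

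The model was tested on simulated data for the hypoxia and normoxia comparison, with 200 of 14876 probes changed by known amounts: 97.0% of them were called in the right direction, 90.0% passed Benjamini-Hochberg adjustment, and 5.02% of the unchanged probes were called. Every amount was larger than 0.27, the median size of a called change after hypoxia. The simulated noise was independent between probes, with the same spread in every group. Other splits of the real arrays called between 380 and 1457 probes after hypoxia. The simulation therefore checks the code, and gives neither the power nor the call rate in the data. Alternatives were other background corrections and normalizations, a filter on dim probes, the slide or the replicate number as a block, only the compared groups in the fit, the authors' processed values, the other label of hypoxia control replicate 1, array weights, multiple testing, genes in place of probes, other list tests and each array left out.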

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

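The tests of C3, of the label of hypoxia control replicate 1 and of the endothelial genes were chosen only after the result was seen, as were the criteria by which gene interactions and the endothelial genes were picked out. The tests of the slides were set before, apart from the permutation of labels within slides, which was chosen after.

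In hypoxia + ketamine against hypoxia control, the inflammation score moved by -0.28 more than in normoxia + ketamine against normoxia control (exact permutation test, p = 0.0154). That test assumes no effect of ketamine in either condition, and the alternatives were not applied to this difference. An array of hypoxia control carries labels of another group. Along the direction from normoxia control (0) to the other hypoxia control arrays (1), it lies at 0.386, above the normoxia + ketamine arrays (0.0172 to 0.175) and among the hypoxia + ketamine arrays (0.132 to 0.696), which argues against its being a normoxia + ketamine array. Each group was on both slides. With the slide as a block the differences were 0.32 after hypoxia and -0.25 with ketamine before hypoxia, and the planned test did not pass (approximate permutation tests of residuals, p = 0.071 and 0.080). With labels permuted within slides p was 0.083, the smallest possible, and 0.033 (exact permutation tests). Within slide 1 and slide 2 the differences were 0.32 and 0.33 after hypoxia and -0.23 and -0.26 with ketamine, and the groups did not overlap on either slide. A shift between slides gives no difference within a slide, so this argues against the slides as the whole cause, by a criterion set after the values were seen. An effect of ketamine on the response to hypoxia is the biological explanation the design gives, and it remains a hypothesis.

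Ketamine's effect also differed between hypoxia and normoxia in 5 of 41 named probes after adjustment over those probes with limma. The differences in log2 fold change were -1.16 for C3 (adjusted P = 0.0081), -0.66 for OPRK1 (adjusted P = 0.045), -0.47 for ANXA2 (adjusted P = 0.048), 0.37 for BCAT1 (adjusted P = 0.045) and 0.37 for RABGGTB (adjusted P = 0.048). Over all probes limma called 953 at an unadjusted P under 0.05 and 0 after adjustment. Each of the 5 genes was named because of its change with ketamine in hypoxia or in normoxia, comparisons that make up this difference, so the adjusted values are too small to be taken at face value. C3 rose with ketamine in normoxia and fell with it before hypoxia, and its difference had p = 4.5e-04 in an exact permutation test, also chosen after the result was seen. That test, too, assumes no effect of ketamine in either condition. The interaction of C3 had an unadjusted limma P of at most 3.96e-04 over the other background corrections and scalings and of 3.57e-04 with the slide as a block, which argues against processing or slides as the whole cause. Chance in the choice of genes stays open, and so does an effect of ketamine that depends on hypoxia. For the other 4 genes no explanation was tested.

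In 5 of 128 groups over 43 measures a single fetus lay far from the others of its group, and chance gives about 1 in 20. In hypoxia control replicate 2, 70.7% of spots were well above background against 74.9 to 75.9% in the others (gap over range 0.796). MYD88 was 8.29 in hypoxia control replicate 4 against 7.22 to 7.45 (0.786), ST3GAL4 was 11.61 in hypoxia control replicate 3 against 10.99 to 11.14 (0.765), pgc1 was 8.58 in normoxia + ketamine replicate 3 against 8.09 to 8.16 (0.858), and TNF was 7.78 in hypoxia + ketamine replicate 2 against 6.92 to 7.05 (0.854). No technical or biological explanation was tested for these fetuses.

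Endothelial cell genes, which the paper does not discuss, were higher after hypoxia by 0.39 as a mean over 9 genes (exact permutation test, p = 0.036, adjusted p = 0.381 over the cell type lists and comparisons), while their median was 0.0027, with 5 genes higher and 4 lower. With ketamine before hypoxia the difference was -0.30 (exact permutation test, p = 0.048, adjusted p = 0.381). The adhesion molecule genes ICAM1, SELE and SELP differed by 1.20 after hypoxia (exact permutation test, p = 0.036) and by -0.89 with ketamine, which did not pass (exact permutation test, p = 0.079), although SELE was well above background on 0 arrays. The other 6 genes differed by -0.022 after hypoxia (exact permutation test, p = 0.893). They lay between -0.20 and 0.17, which argues against more endothelial cells as the whole cause, although that division was made after the values were seen. A response of the adhesion genes ICAM1 and SELP, which alone rose by more than that, is a hypothesis.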

How the results depend on the processing

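All alternatives were set before the data were examined, apart from the correction of the median in place of the mean spot signal and the permutation of labels within slides, which were chosen after seeing the data. In the 50 comparisons of named genes past the threshold, the other alternatives left direction and call the same in 568 cases and lost the call in 32, and leaving out an array left them the same in 721 and lost the call in 79. None of these changed direction. An exact permutation test in place of limma was chosen after seeing the data. It gave p under 0.05 in 14 of 21 of these comparisons after hypoxia and 12 of 18 with ketamine before hypoxia. With ketamine in normoxia it did so in 0 of 11, where this test, which doubles the smaller tail, cannot go below 0.057. In the comparisons with hypoxia, genes picked by the rule had groups that do not overlap. Such groups always give the smallest p, so their passing was fixed in advance. The cause of the changes that follow was not tested, except where it is named.

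Of 15008 probes none passed Benjamini-Hochberg adjustment in any comparison or in the interaction, so that each count was 0. Counting named genes, which are a small part of the probes, gave 64 higher and 44 lower after hypoxia, 36 higher and 69 lower with ketamine before hypoxia, 14 higher and 17 lower with ketamine in normoxia, 72 for the interaction, and 35 and 11 in the overlaps. With the 75th percentile scaling 427 probes were lower after hypoxia and 123 were in the overlap of lower and then higher. Keeping only probes well above background, so that fewer were tested, gave 86 higher and 140 lower with ketamine in normoxia. With only the 2 groups compared in the fit, 337 were lower with ketamine before hypoxia, 215 higher with ketamine in normoxia, and 124 in the overlap of higher and then lower. That fit cannot give an interaction. The replicate number as a block gave 291 in the overlap of lower and then higher, and array weights 225 higher and 334 lower with ketamine in normoxia. Of pairs of arrays with a shared number 6 of 21 correlated above 0.1, and of the others 10 of 74. The 5 highest of the 95 correlations shared a number, and these pairs also shared a slide, as did all 21. Hypoxia control paired with hypoxia + ketamine for numbers 2 (0.37) and 1 (0.26). Normoxia control paired with normoxia + ketamine for numbers 1 (0.34) and 2 (0.26), and the ketamine groups paired for number 4 (0.23). Control and ketamine of the same condition gave only 0.038 for number 3 in normoxia, and -0.11 and 0.048 for numbers 3 and 4 in hypoxia. Of 26 pairs that shared a slide but not a number, 4 correlated above 0.1, and no pair with different numbers correlated above 0.20. The numbers do not pair the fetuses throughout. A pairing of some fetuses by number stays open, and which fetuses were twins of each other is not known here. The main tests treat all fetuses as independent, so a pairing could change their p-values.

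With each array left out in turn, the counts lay between 332 and 617 for probes higher after hypoxia and 479 and 783 for lower, 650 and 889 and 391 and 653 for higher and lower with ketamine before hypoxia, 97 and 217 and 137 and 311 with ketamine in normoxia, 724 and 1125 for the interaction, 158 and 331 for the overlap of higher and then lower, and 122 and 244 for the opposite overlap. The count of 332 was without normoxia control replicate 3, which also gave 122 in the overlap of lower and then higher. The higher count with ketamine in normoxia was 217 without normoxia + ketamine replicate 1 and 216 without replicate 2, and the lower count was 137 without replicate 3.

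Of the enriched lists, 3 in all, 1 was called with only probes well above background, with the slide as a block, with only the 2 groups compared in the fit, with the authors' processed values and with fry. There were 5 with array weights, 6 with hypoxia control replicate 1 placed in normoxia + ketamine, 7 with camera at a preset correlation and 0 with an estimated correlation. With an array left out the number lay between 1 and 6. It was 1 without normoxia control replicate 2 or 3 or hypoxia control replicate 2 or 4, 5 without hypoxia control replicate 3 or 5, and 6 without hypoxia control replicate 1. The toll-like receptor list after hypoxia was called in each of the 12 alternatives with the hypergeometric test and with each array left out.

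The inflammation scores kept their sign under every alternative. With the slide as a block the difference was 0.32 after hypoxia (approximate permutation test of residuals, p = 0.071) and -0.25 with ketamine before hypoxia (p = 0.080, approximate permutation test of residuals). With labels permuted only within slides, p was 0.083, the smallest possible, and 0.033 (exact permutation tests). With the replicate number as a block it was 0.28 (approximate permutation test of residuals, p = 0.32) and -0.29 (p = 0.217, approximate permutation test of residuals). With hypoxia control replicate 1 placed in normoxia + ketamine it was 0.33 (exact permutation test, p = 0.057, the smallest that 4 against 3 fetuses allow) and -0.25 (p = 0.086, exact permutation test). The effect of ketamine was -0.35 over the toll-like receptor genes and -0.33 over the cytokine and chemokine genes, and neither passed, while over the complement and coagulation genes it was -0.16 and passed. With an array left out the difference lay between 0.24 and 0.36 after hypoxia and -0.29 and -0.17 with ketamine before hypoxia. Leaving out a fetus of a group that is not compared does not test a score. After hypoxia, with a fetus of the groups compared left out, this test cannot go below 0.057 or 0.095, so its p cannot pass. With ketamine before hypoxia it passed without hypoxia + ketamine replicate 2, and did not pass without any other fetus of the groups compared, with a p of up to 0.107 (exact permutation test). A fit with only the 2 groups does not change a score, so it says nothing about its stability.

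The comparisons that changed direction under an alternative, 26 of 123, did not pass the threshold in the main setting. The log2 fold change follows for those reported here. Without background correction it was with ketamine in normoxia 0.011 for IL1B and -0.050 for TNF. With the scanner software's processed signal scaled to the 75th percentile it was with ketamine before hypoxia -0.0027 for BAX, and with ketamine in normoxia -0.062 for BCL2, 0.082 for IL1B, 0.0029 for PPP2CA, 0.050 for TLR2 and -0.089 for TNF, and after hypoxia 0.0012 for SLC17A5. With that processed signal quantile normalized it was with ketamine in normoxia -0.057 for BCL2, 0.028 for IL1B, 0.019 for PPP2CA and -0.16 for TNF, and after hypoxia 0.00035 for SLC17A5. With the slide as a block it was after hypoxia -0.037 for AKT1, and with ketamine in normoxia 0.0043 for PPP2CA. With the replicate number as a block it was after hypoxia -0.017 for AKT1, and with ketamine in normoxia 0.0049 for ANXA2 and 0.0027 for VDUP1. With the authors' processed values it was with ketamine in normoxia 0.0027 for IL1B. With hypoxia control replicate 1 placed in normoxia + ketamine it was with ketamine in normoxia 0.014 for ANXA2, 0.32 for CXCL10, 0.25 for IL1B, 0.19 for IRF1, 0.53 for SELP, 0.095 for TLR2 and 0.15 for VDUP1. With array weights it was after hypoxia -0.0051 for AKT1. With the median spot signal it was with ketamine in normoxia 0.0030 for IL1B. After hypoxia, the range with an array left out was -0.042 to 0.099 for AKT1, -0.0051 to 0.087 for BAD, -0.029 to 0.060 for BAX, -0.015 to 0.19 for CITED2, -0.027 to 0.35 for IL6, -0.024 to 0.13 for OPRK1 and -0.036 to 0.016 for SLC17A5. With ketamine in normoxia, the range with an array left out was -0.11 to 0.036 for ANXA2, -0.011 to 0.087 for BAD, -0.054 to 0.15 for BCL2, -0.72 to 0.15 for CXCL10, -0.058 to 0.037 for IL1B, -0.060 to 0.091 for PDXK, -0.074 to 0.063 for PPP2CA, -0.073 to 0.022 for PRKACA, -0.00089 to 0.10 for SLC17A5, -0.092 to 0.064 for TLR2, -0.028 to 0.081 for TLR4, -0.020 to 0.062 for TNF and -0.23 to 0.043 for VDUP1. With ketamine before hypoxia, the range with an array left out was -0.031 to 0.091 for BAX, -0.15 to 0.024 for CITED2 and -0.016 to 0.11 for LGALS1.

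The signal over background limits what can be seen in dim probes. Between 69.2 and 76.9% of the spots were well above background on an array. For some of the genes named in the text that were not so on an array, the number of arrays is given. Choosing the probes of the overlaps with part of the hypoxia control arrays gives a percentage and not a count, so it has no value here.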

Differences from the paper's values

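The paper counts genes and the values here count probes of the array. No test in this part was chosen to explain a difference.

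The paper's number of genes higher after hypoxia is 248, and 501 probes were higher here. Of the alternatives set before the data were examined, leaving out normoxia control replicate 3 (332) falls within 1.5 times the paper's number and the others do not. The paper's number lower with ketamine before hypoxia is 250, against 535 here. A fit with only the groups compared (337) falls within that range and the other alternatives do not. For ketamine in normoxia the paper gives 50 higher, against 132 here, and no alternative falls within that range. It gives 105 lower, against 215 here, and keeping only probes well above background (140) and leaving out normoxia + ketamine replicate 3 (137) fall within that range, while the others do not. For genes higher after hypoxia and lower with ketamine the paper gives 122 in common, against 227 here. A fit with only the groups compared (124) and leaving out normoxia control replicate 1 (163), 2 (159) or 3 (160), hypoxia control replicate 4 (176) or hypoxia + ketamine replicate 3 (168) or 4 (158) fall within that range, and the others do not.

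The paper states that ketamine before hypoxia lowered toll-like receptor and chemokine signaling. Here the toll-like receptor list had an adjusted P of 1.00 among genes called lower (5 of 28 genes, one-sided Fisher's exact test, unadjusted P = 0.035). It was called with the 75th percentile scaling, the replicate number as a block, hypoxia control replicate 1 placed in normoxia + ketamine, array weights, and without hypoxia control replicate 1, 3 or 5 or hypoxia + ketamine replicate 2 (adjusted P from 0.00166 to 1.00 over all settings). The cytokine and chemokine list (3 of 23 genes, adjusted P = 1.00) was called with the 75th percentile scaling, hypoxia control replicate 1 placed in normoxia + ketamine, array weights, and without hypoxia control replicate 1, 3 or 5 (0.00309 to 1.00). camera at a preset correlation called both lists lower, at an adjusted P of 0.0062 and 0.045, and fry and an estimated correlation called neither.

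The paper also lists complement and coagulation among pathways higher after hypoxia and lower with ketamine (Table 4). Here 2 of 11 genes were called higher after hypoxia (adjusted P = 0.754) and 1 of 11 lower with ketamine (adjusted P = 1.00), and no setting called the list. As a mean over the 11 genes per fetus, the score of that list was higher after hypoxia by 0.11 (exact permutation test, p = 0.036), with a median over genes of 0.0047, and lower with ketamine by a difference of -0.16 (exact permutation test, p = 0.016), with 9 of the 11 genes lower. The paper states that metabolic pathways and negative regulation of MAP kinases were lower after hypoxia, that metabolic pathways were higher with ketamine before hypoxia, and that potassium transport and mitosis were lower with ketamine in normoxia. Here 0 of 6, 0 of 3, 0 of 6, 0 of 3 and 0 of 3 genes on the array with a name were called so, and no setting called those lists. Of the MAP kinase list TIMP3 was called in the opposite direction, higher after hypoxia, and lower with ketamine. The paper also lists mTOR signaling, the spliceosome and mRNA surveillance, and, just above 0.05, ubiquitination as higher with ketamine before hypoxia. Here 0 of 6, 1 of 5 and 0 of 8 genes were called so (adjusted P = 1.00 each), and no setting called those lists. Few genes of these lists have a name on the array, and the lists used are not the paper's.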

Other observations

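The tests of blood, of quantile normalization, of the spread pooled over groups and of microglia were chosen only after the result was seen, as was the count of list members in the overlaps. The tests of other splits of the arrays, of shared arrays and of the slides were set before.

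Other splits of the same arrays gave 696 or more probes lower after hypoxia in 2 of 56 splits, 824 or more higher with ketamine before hypoxia in 2 of 100, and an overlap of 227 or more in 3 of 100, the real split included, so chance can be excluded at 0.05 for these counts, without adjustment for the number of counts examined. It cannot be excluded for all probes called after hypoxia (4 of 56), with ketamine before hypoxia (8 of 100) or with ketamine in normoxia (26 of 35). Nor can it for probes higher after hypoxia (7 of 56), lower with ketamine before hypoxia (24 of 100), higher and lower with ketamine in normoxia (29 and 24 of 35), the interaction (10 of 100), the overlap of lower and then higher (7 of 100) and the number of lists enriched after hypoxia (4 of 56).

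Both overlaps share the hypoxia control arrays. On hypoxia control arrays that did not choose the probes, 69.5% of the probes higher after hypoxia were lower with ketamine, beyond all but 3 of 99 other divisions, which argues against the shared arrays as the whole cause. For probes lower after hypoxia the share was 64.1%, with 6 of 99 divisions as large, and the shared arrays stay open.

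More probes were called lower than higher after hypoxia, but with the 75th percentile scaling 57.1% of the called probes were higher, so the excess of lower probes may come from the quantile normalization. With only the normoxia arrays in the fit, 483 probes were called for ketamine in normoxia, still below the 750.4 that chance gives. This argues against the pooled spread as the whole cause of a count below 750.4. Other splits of the same arrays gave a median of 537.5 and as few as 219, so the count of 347 is not a deficit among splits.

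Blood in the tissue could raise the inflammation score. Red blood cell genes (4 on the array) differed by 0.36 after hypoxia (exact permutation test, p = 0.179) and by -0.20 with ketamine before hypoxia (exact permutation test, p = 0.317). Over the 9 fetuses exposed to hypoxia the score and these genes had r = 0.54 (exact permutation test, p = 0.131) and rho = 0.47 (exact permutation test, p = 0.213), and without the 2 fetuses farthest from the median r was 0.052, so the relation rests on those fetuses. AHSP rose by 0.89 and HBB, the most abundant at 13.98 in normoxia control, by 0.59 (exact permutation tests, p = 0.143 and 0.536). Blood stays open.

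Microglia or macrophage genes differed by 0.43 after hypoxia (7 genes, 2 of them also in the inflammation lists, exact permutation test, p = 0.036, adjusted p = 0.381) and by -0.22 with ketamine before hypoxia (exact permutation test, p = 0.254). The 5 genes outside the inflammation lists differed by 0.41 (exact permutation test, p = 0.071) and -0.18 (exact permutation test, p = 0.397). More microglia or macrophages after hypoxia may contribute, and on the arrays cannot be told apart from a change within cells with so few genes. By immunohistochemistry, the paper counted more Iba-1-positive cells in the cortex after hypoxia, and fewer when ketamine came before it. CTSS, the most abundant of them, was 11.04 in normoxia control and 11.38 in hypoxia control. The other lists differed after hypoxia by 0.23 for astrocytes, -0.95 for choroid plexus or ependyma, 0.14 for lymphocytes, -0.018 for neurons and 0.59 for neutrophils, with exact permutation p of 0.107, 0.179, 0.214, 0.821 and 0.143. Of 18 oligodendrocyte genes 0 were on the array with a name.

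Some genes that the paper measured by PCR, and IL6, which it names, had array values. After hypoxia MYD88 changed by 0.23, IL1B by 0.54 and IL6 by 0.21 (exact permutation tests, p = 0.429, 0.214 and 0.714). With ketamine before hypoxia the changes were -0.30, -0.47 and -0.41 (exact permutation tests, p = 0.143, 0.317 and 0.444). Of the apoptosis genes, BAD, BAX and BCL2 changed after hypoxia by 0.040, 0.015 and 0.19, none of them past the threshold with limma.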
